A study of Mus musculus with 2 samples. Its data were reported in "Genome-wide analysis of p53 transcriptional programs in B cells upon exposure to genotoxic stress in vivo" (2015).

How the data were processed

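Splenic B cells were taken from 8 weeks old wild-type mice that had not been irradiated, by magnetic selection for the B cell surface marker B220. Their nuclei were digested with DNase I, an endonuclease that cuts accessible DNA more readily than DNA packed in nucleosomes. The short fragments were sequenced, and regions rich in them are called DNase I hypersensitive sites (DHS). Per the methods of the study, several enzyme concentrations were tried and the digest with the best signal-to-noise ratio by qPCR at chosen regions was sequenced. The series has 2 samples, 1 DNaseI library and 1 input library. The processed data of the DNaseI library are a single peak list. The input library enters only as far as the authors used it in calling these peaks, and was otherwise not used here.

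The deposited list gives each peak a chromosome, a start, an end, a name of the MACS peak caller and a score. The score is the authors' own value per peak from the caller. Its scale is not stated, and neither are the version and settings of the caller, the aligner or any read filter for the DNaseI library; the settings that the study gives for ChIP-seq were not assumed to hold here. The lowest score was 5.05, and the score was used only to describe, rank and filter peaks within this list. The shape of the peaks also depends on the caller, since 825 peaks shared the lowest width of 334 bp. The list holds no read counts, so the sequencing depth is unknown. Peaks missed for lack of reads cannot be told from closed chromatin, and the absence of a DHS means only that none was called.

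The genome build is not stated for this library. Chromosome names were of the UCSC mm9 kind, and all peak ends lay inside the chromosomes of NCBI build 37 except for 1 peak that passed the end of chromosome 19 by 52 bp. DHS were centred on the transcription start sites (TSSs) of GENCODE release M1, which is on that build, and mm9 was therefore used throughout. Positions are given counted from 1. A table of genes on a later build was not used here.

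Placement and annotation statistics were computed on chromosomes 1 to 19 and X. A peak was called promoter when it overlapped the region from 5 kb upstream to 2 kb downstream of any of 95414 annotated TSSs by at least 1 bp, the window that the study applied to p53 sites. All other peaks were called distal and were divided into exon, intron and intergenic. Observed shares were compared with 1000 random placements of the same peaks within the same chromosomes. The median score of promoter peaks was compared with 10000 random lists drawn from all peaks, promoter peaks among them, and matched on width decile. Neighbouring peaks were counted as close when the gap was under 10 kb. A promoter was called CpG-rich when the 1000 bp around its TSS had a GC content of at least 55% and an observed to expected CpG ratio of at least 0.6.

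The p53 response element was searched as a pair of adjacent decamers RRRCWWGYYY, where R is a purine, W is A or T and Y is a pyrimidine, with at most 2 mismatches over 20 bases and none at the C and G of each core. The background was 10 dinucleotide-preserving shuffles of the same sequences, and as an alternative the regions of the same width 5 kb away that overlapped no peak, which existed for 45880 peaks. A CTCF and a PU.1 word with at most 1 mismatch served as reference. After the p53 result had been seen, 3 control words with the same bases in another order were added (RRRGWWCYYY, YYYCWWGRRR and YYYGWWCRRR). The interval for comparisons with regions 5 kb away was also widened at that point to carry the counting error of both counts. Repeats between copies were measured as the share of 31-base words that occur more than once in the assembly.

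With 1 library and no replicates every comparison is descriptive, and no p-value is given. Intervals are at the 95% level (Wilson for shares of peaks, exact binomial for gene lists, exact Poisson for densities) and cover counting error only. Intervals on a ratio to shuffled sequence leave out the spread between the 10 shuffles. Percentiles among random placements or lists describe this list of peaks and no other library.

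Before the data were examined, the tests, most alternatives and the genes to be named were fixed. Named are Cdkn1a and Mdm2, the 10 peaks with the highest score, the 5 widest peaks, and members of 5 gene lists. Of a list, the members without a promoter DHS are named where fewer than 6 lack one, and otherwise the members with one where fewer than 6 have one. The lists are 15 p53 target genes, 12 genes of B cells, 12 of T cells, 12 of other tissues and 12 housekeeping genes, drawn up from general knowledge and not from these data. The alternatives were a stricter score threshold at the median score, merging of peaks closer than 500 bp, autosomes only, covered bases in place of peaks, gaps under 2 kb and 50 kb, a window of 1 kb on each side of the TSS, the peak centre in place of any overlap, protein-coding genes only, unmatched random lists, and for the p53 element no mismatch, a spacer of 1 to 13 bases, the central 300 bp and the regions 5 kb away. Leaving out the peaks of the lowest width, counting per sequenced megabase and placing peaks on sequenced bases only were added after the data had been seen.

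Scripts ran under Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. They were tested on simulated data. For 1816 randomly placed peaks on chromosome 19 the mean ratio of the promoter share to placement was 1.02 and that of close gaps was 1.01. All of 200 planted p53 elements without mismatches were recovered by a search that allowed none. Recovery of planted elements with mismatches was not tested. In 100000 random sequences with all bases drawn equally often, 744 held a p53 element before and 757 after the shuffle, a ratio of 0.983. This does not test the shuffle on sequence with the varied base composition of DHS.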

Results

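To map accessible chromatin in B cells without irradiation, DNase I hypersensitive sites were profiled in splenic B cells of unstressed wild-type mice. The data consist of 1 DNaseI library and 1 input library, and no replicates. The depth of the libraries is unknown. The peak list of the DNaseI library held 47542 DHS covering 44.2 Mb. Of these, 47474 lay on chromosomes 1 to 19 and X, where they covered 1.67% of the length. A further 7 were on the mitochondrial genome, 61 on unplaced sequence and 0 on chromosome Y.

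The median DHS was 760 bp wide, with quartiles at 441 and 1220 bp and a range from 334 to 7995 bp. The authors' score ranged from 5.05 to 619 with a median of 32.65. Score and width rose together, with a Spearman rho of 0.720 across peaks, which are not independent replicates. The median width was 397 bp in the lowest score decile and 1685 bp in the highest. Keeping the peaks at or above the median score left 23804 DHS with a median width of 1163 bp, and lowered rho to 0.518.

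The density of DHS differed between chromosomes. Over the 19 autosomes the median was 18.97 DHS per Mb, from 13.5 on chromosome 14 to 31.8 on chromosome 11. Chromosome X carried 864 DHS, or 5.18 per Mb (95% Poisson interval 4.84 to 5.54). This was 0.273 times the autosome median (0.255 to 0.292), and 0.242 times when covered bases were counted in place of peaks. No DHS was called on chromosome Y, which allows up to 0.232 per Mb of its full length of 15902555 bp. Only 2702555 bases of it are sequenced in this build, so the limit per sequenced Mb is several times higher.

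**Figure D1:**
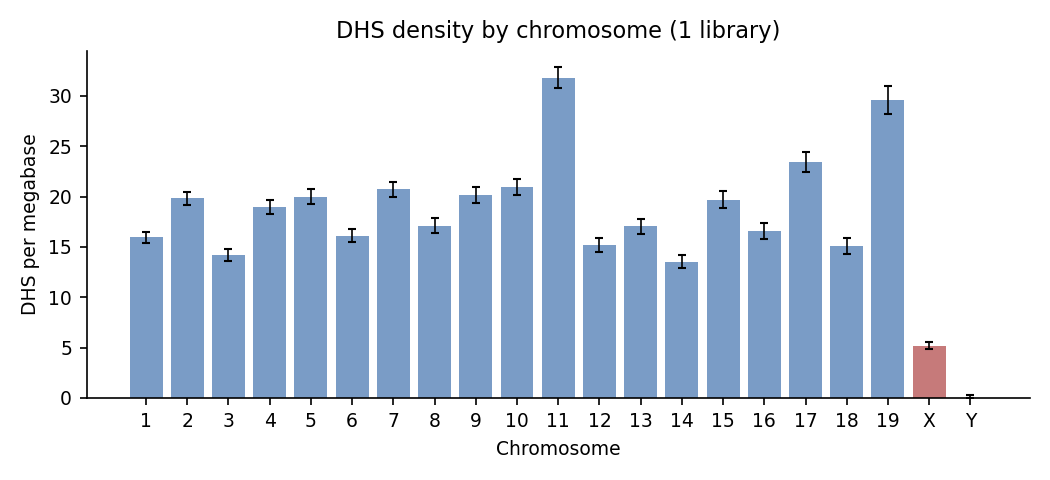
Number of DHS per megabase (y axis) on each chromosome (x axis) in the 1 DNaseI library, with exact 95% Poisson intervals for counting error; autosomes are blue and X is red. X, at 5.18 per Mb, lies below all 19 autosomes, and Y has no DHS.

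DHS lay closer together than randomly placed peaks. Of 47454 gaps between neighbours, 55.9% (55.5 to 56.4) were under 10 kb, against a mean of 19.1% in 1000 random placements (range 18.6 to 19.6). The ratio of 2.93 rose to 5.72 for gaps under 2 kb and fell to 1.39 for gaps under 50 kb. Merging DHS closer than 500 bp lowered their number from 47542 to 37529, so many of the close gaps were shorter than 500 bp. The clustering was not computed on merged DHS. Whether the peak caller split single open regions was not tested, and the ratios and cluster counts depend on it. Joined at gaps under 10 kb, the DHS formed 20928 clusters, of which 10169 were single DHS and 313 held at least 10. The 5 clusters with the most DHS, chosen after their values were seen, began with 38 DHS on chromosome 19 (4113297 to 4243003), a stretch of genes from Pitpnm1 to Pold4. Next came 33 DHS on chromosome 11 (3022703 to 3103364) at Sfi1, Drg1 and Eif4enif1, where 13.99% of 31-base words are repeated in the assembly. The others were 32 DHS at the Gimap genes on chromosome 6, 29 at Ets1 on chromosome 9 and 27 at class II H2 genes on chromosome 17.

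The position of DHS relative to promoters was examined next, with the window that the study applied to p53 sites. In total 22529 DHS (47.5%, 47.0 to 47.9) overlapped a promoter, 3.41 times the 13.9% of random placement (range 13.4 to 14.5). With the narrower window of 1 kb on each side the share was 36.1% and the ratio 6.08. Of all DHS, 25.97% were intergenic, 24.4% intronic and 2.22% exonic outside promoters. A DHS covered the TSS itself in 40.6% of 22350 protein-coding genes, and the position 10 kb upstream in 3.95%.

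**Figure D2:**
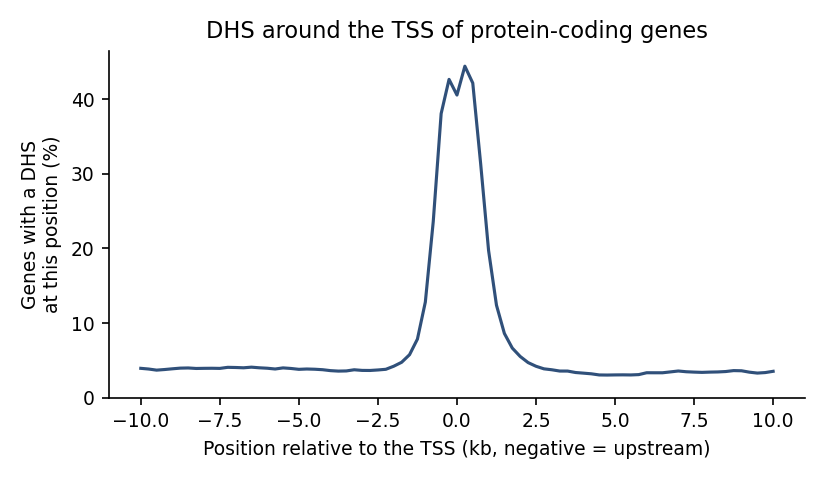
Percentage of 22350 protein-coding genes with a DHS (y axis) at each position from 10 kb upstream to 10 kb downstream of the TSS (x axis), in steps of 250 bp. The line is at 40.6% at the TSS and 3.95% at the upstream end.

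High-scoring DHS were more often at promoters. The promoter share was 30.4% in score decile 2 and 84.2% in decile 10. The median score was 53.3 at promoter DHS and 24.3 at distal DHS. Promoter DHS were also wider, at a median of 941 against 602 bp. In 10000 random lists matched on width decile the median score averaged 41.3 (range 40.6 to 42.1). These lists were drawn from all DHS, promoter DHS among them. Promoter DHS scored 11.99 higher than the lists, which is not their difference from distal DHS of like width. The difference from the lists was 22.5 with the narrower window.

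**Figure D3:**
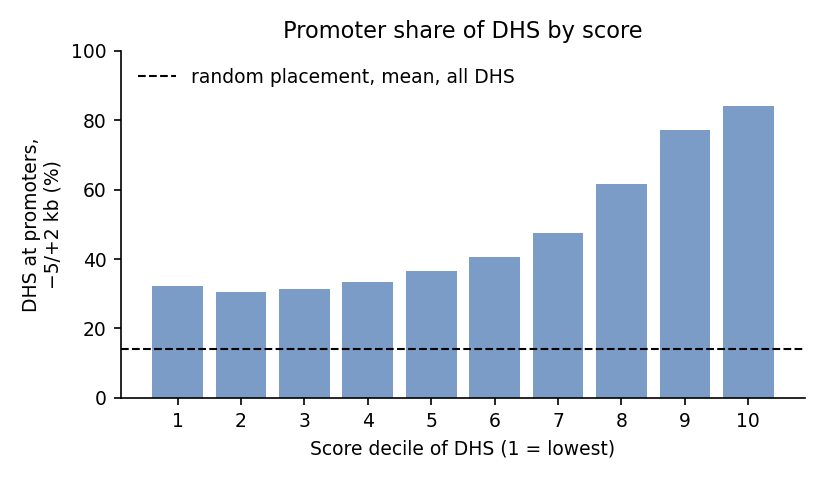
Percentage of DHS that overlap a promoter window (y axis) in each decile of the authors' score (x axis, decile 1 lowest); the dashed line is the mean of 1000 random placements of all DHS, 13.9%. The share is between 30.4% and 36.5% in the lowest 5 deciles and reaches 84.2% in the highest.

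The 10 DHS with the highest scores were all of the promoter class. On mm9 the highest, with a score of 619, lay at chromosome 18, 12393652 to 12396133, over an exon of Npc1, with its centre 16 bp from the TSS. The others, in order of score, had as nearest TSS those of Immt, Map4k1, Plxdc1, AY036118, Irf2bp2, 1700040I03Rik, Gtpbp2, 4632404H12Rik and Mcart1, with scores from 611 down to 549. The peak at AY036118, annotated as a pseudogene on chromosome 17 (39979738 to 39985971), had 17.0% repeated 31-base words. Its score is uncertain for that reason, and also because this share does not see copies missing from the assembly. The 5 widest DHS were nearest to H2-Aa (7995 bp), Ighm (7824 bp), Isl2 (7770 bp), Tnrc18 (7732 bp) and Zfp36 (7653 bp). The peak at Ighm had 11.2% repeated words.

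The study used DHS of unstressed cells among the chromatin features by which it classed p53 sites, and promoters of p53 target genes were therefore examined. All 15 genes of the p53 list had a promoter DHS (exact interval 78.2 to 100%), against a mean of 57.2% in 10000 random lists of protein-coding genes. Of those lists, 99.99% had a lower share. All 12 B cell genes and all 12 housekeeping genes had one as well (73.5 to 100% each), so that the p53 and housekeeping lists did not differ in this share. Of the 12 T cell genes only Cd2 had a promoter DHS (8.33%, 0.211 to 38.5). Of the 12 genes of other tissues, Gfap, Apoa2 and Pax6 had one (25%, 5.49 to 57.2). That share was 16.7% in the narrower window and 8.33%, the same as for the T cell list, above the median score. In the narrower window 14 of the 15 p53 genes kept a DHS and Gdf15 did not. Above the median score 14 kept one and Phlda3, with a score of 30.4, did not. Among all protein-coding genes the share was 57.0% (56.4 to 57.7), with 85.5% at CpG-rich and 39.2% at other promoters.

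**Figure D4:**
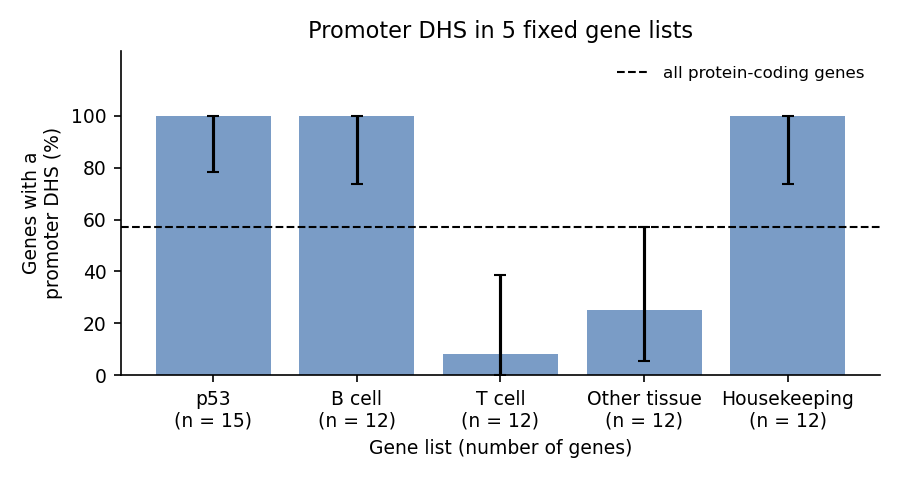
Percentage of genes with a promoter DHS (y axis) in the 5 gene lists (x axis, with the number of genes), with exact 95% binomial intervals; the dashed line is the share of all protein-coding genes, 57.0%. The p53, B cell and housekeeping lists are at 100%, the T cell list at 8.33% and the list of other tissues at 25%.

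At Cdkn1a (ENSMUSG00000023067.7, chromosome 17, 29227924 to 29237667, plus strand) the promoter DHS spanned 29230186 to 29233219. Its score of 138 was at percentile 91.5 of the list, and its centre was 986 bp from the nearest TSS. A p53 element with 1 mismatch, GAACATGTCTTGACATGTTC, lies at 29227873 to 29227892, centred 41 bp upstream of a TSS, and was in no DHS. Another, AGGCAAGCCCGGGCAAGGCC at 29215984 to 29216003, was inside a DHS with a score of 20.3. At Mdm2 (ENSMUSG00000020184.8, chromosome 10, 117125944 to 117147814, minus strand) DHS lay at 117146624 to 117147830, with a score of 267 at percentile 98.6, and at 117147945 to 117148710, with a score of 68.3. None of the 6 elements found around Mdm2 was in a DHS, but all lay at least 5779 bp from the nearest TSS. The search found no element at the Mdm2 promoter, where the study measured p53 binding by ChIP. Whether the sites that p53 binds at Mdm2 are in a DHS is therefore not answered.

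The p53 element was then counted over all DHS. It occurred in 484 of 47474 DHS (1.02%, 0.933 to 1.11), against 1.41% of shuffled sequences, a ratio of 0.724 (0.663 to 0.791). The count depended on the match rule. Without mismatches 11 DHS held an element, and the ratio of 1.36 (0.758 to 2.43) was not distinguishable from 1. The ratio was 0.633 at promoter and 0.788 at distal DHS. Against the regions 5 kb away it was 0.859 (0.758 to 0.974). The 3 control words, chosen after the p53 result was seen, also fell below shuffled sequence, with ratios of 0.857, 0.817 and 0.503. A ratio below 1 against shuffled sequence was thus not particular to the p53 element. Against the regions 5 kb away the control words were not below 1, at 1.13 (1.005 to 1.27), 1.08 (0.977 to 1.19) and 1.05 (0.800 to 1.37). The interval of the last overlapped that of the p53 element. The reference words were more frequent than in shuffled sequence. The CTCF word was in 18.4% of DHS, with a ratio of 1.84 overall and 2.46 at distal DHS, and the PU.1 word was in 29.4%, with a ratio of 1.62.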

Values the study reported

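The study reported that irradiation raised the number of p53 binding sites from around 1,000 to more than 20,000 in B cells and in the other spleen cells. A p53 motif without a spacer was found in about 12 to 32% of the binding sites, and a motif with a spacer in another 15 to 22%. Of the distal sites bound by p53 in irradiated B cells, 75% carried the histone marks of active enhancers, while 15 to 20% of all p53 peaks were distal and unmarked. These shares are of p53 binding sites, which were not analysed here, and not of DHS.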

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

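Of the tests in this part, the one on mitochondrial DNA content was chosen after the result was seen. The design has no second condition, so no biological explanation was tested.

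The list holds 7 DHS on the mitochondrial genome, outside the chromosomes that the comparisons use. They are given here as signal that no comparison covers, and their scores run from 113 to 404. The 7 peaks cover 64.5% of 16299 bp. The longest stretch without a peak runs from 6604 to 10893, and 98.8% of its 31-base words also occur on a nuclear chromosome, against 22.6% in the called stretches. Reads that map to more than one place may therefore have been lost there. The nuclear copy on chromosome 1 (24618374 to 24623023) holds 0 DHS. Outside that stretch 87.6% of the mitochondrial genome is called, so the peaks are not a few narrow sites. If the input library was the control in peak calling, which is not stated, this is consistent with more mitochondrial DNA in the DNaseI library than in the input library. Without such a control the peaks say nothing about the input library. The reads were not analysed here, so this stays a hypothesis.

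A further 61 DHS, likewise outside the comparisons, lie on unplaced sequence, 26 of them on sequence of no assigned chromosome and 15 on unplaced sequence of chromosome 9. The highest score among them is 300.19. No technical explanation was tested for them.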

How the results depend on the processing

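The settings without the peaks of the lowest width and with placement on sequenced bases were chosen after the data had been seen. No setting below changed the direction of a result except the match rule of the p53 element. The cause of a change was not tested unless stated.

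With the peaks at or above the median score, the number of DHS fell to 23804 by construction, the median width rose to 1163 bp, rho of score and width fell to 0.518, the clustering ratio was 3.63, and the promoter share was 62.1% with a ratio of 4.29. Merging peaks closer than 500 bp gave 37529 DHS with a median width of 1041 bp. Without the peaks of the lowest width rho was 0.710. The ratio of X to the autosome median was 0.242 in covered bases.

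The clustering ratio was 5.72 for gaps under 2 kb, 1.39 for gaps under 50 kb and 2.84 with placement on sequenced bases, where the promoter ratio was 3.30. The promoter share and its ratio were 36.1% and 6.08 within 1 kb of the TSS, 45.9% and 3.64 by the peak centre, and 43.5% and 4.12 with protein-coding genes only. The score difference of promoter DHS was 22.5 within 1 kb and 20.7 against unmatched lists.

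For the p53 element the ratio was 0.881 with a spacer and 0.859 against the regions 5 kb away. Without mismatches it was 1.36 and so on the other side of 1, but it rests on 11 DHS. The share of the list of other tissues, 25%, was 16.7% within 1 kb and 8.33% above the median score, inside its wide interval. These and the rest of the 16 other values, the other gene lists among them, moved by less than their interval or, for the number of DHS, by less than 1.5 times. The depth is unknown, which limits every statement on the absence of a DHS.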

Other observations

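The tests on X inactivation, on Cd2, on the width of DHS at B cell genes, on the p53 element at distal DHS and on the control words for the p53 element were chosen after the results were seen. The other tests were chosen once the patterns had been found, before the values they measure were seen.

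Chromosome X has few DHS. Its lower gene density does not account for this, since X has 0.927 DHS per protein-coding gene and the autosomes have 1.53 to 2.65. The scores give a mixed picture. The median top score at CpG-rich promoters is 73.1 on X and 106 to 129 on the autosomes, and 71.9% of 171 such promoters on X have a DHS, against 78.6 to 91.8% on the autosomes. Lower read coverage of X would give these lower promoter scores. The median score of all X DHS, however, is 32.65, inside the autosomes' 29.3 to 34.9, and the ratio of X to the autosome median is 0.271 above the median score, against 0.273 for all DHS. Lower coverage therefore stays open and is not settled. Inactivation of 1 X copy in each cell may contribute. The 4 X genes with a Y copy (Ddx3x, Eif2s3x, Kdm5c and Kdm6a) have a median top score of 136, and 1.82% of 10000 random draws of 4 CpG-rich X promoters with a DHS reach as high. These 4 genes were picked for another purpose and then reused, and a draw of 4 is small.

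No DHS lies on chromosome Y, and the sex of the animals is not in the labels. The window of Xist holds 2 DHS, the higher with a score of 43.6, while the Y genes Ddx3y, Eif2s3y, Kdm5d and Uty have none and their X copies all have at least 1. Cells from female animals may be the reason. Removal of Y by the authors before deposit was not tested and stays open.

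Repeats between copies present in the assembly do not account for the highest-scoring and widest DHS as a set. Copies missing from the assembly are not seen by the share of repeated 31-base words, so they stay open. Over these 15 DHS the median share of repeated 31-base words is 0.545%, and none is above 50%. It is nevertheless higher than in 500 random DHS, which have a median of 0% and an upper quartile of 2.15%. The median is 0.161% for the 10 highest-scoring and 2.96% for the 5 widest, so the widest carry more repeated words than most random DHS. Shares reach 17.0% at AY036118, 11.2% at Ighm and 9.66% at Mcart1, and for these peaks shared reads stay open. The 33 DHS on chromosome 11 at Sfi1 differ, with 13.99% against 0.467 to 4.42% in the other 4 large clusters. Whether reads shared between near-identical copies add DHS there or remove them cannot be told apart from this share, since the copied stretch of the mitochondrial genome described above has no DHS in either copy.

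Close promoters do not explain the clustering. Distal DHS alone have 46.4% of gaps under 10 kb, 4.48 times random placement. Open regions split into several DHS by the peak caller were not tested as a cause.

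The p53 element is rarer in DHS than in shuffled sequence, and how much of this belongs to the p53 element remains open. Over whole peaks the ratio is 0.788 (0.696 to 0.892) at distal DHS, so CpG-rich promoters are not the whole cause of that ratio. In the central 300 bp, with fewer matches, it is 0.833 (0.683 to 1.016) at distal DHS, which does not exclude 1, and 0.636 (0.494 to 0.819) at promoter DHS. Regions 5 kb away are also below their own shuffle, but less so, at 0.884 (0.812 to 0.963) against 0.724 (0.663 to 0.791). The control words gave a mixed answer. The lowest of their ratios, 0.503, is under that of the p53 element, and the other 2, at 0.857 and 0.817, are over it. In regions 5 kb away, against their own shuffle, the words with 0.857 and 0.817 have 0.830 and 0.798, so they are not lower in DHS. The word with 0.503 (0.419 to 0.604) has 0.624 (0.515 to 0.756) there. It is lower in DHS, as the p53 element is, but its intervals overlap. A general rarity of such palindromes against the shuffle and a rarity of the p53 element cannot be told apart by 3 words that scatter this widely.

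Compared directly with regions 5 kb away, the p53 element has a ratio of 0.859 (0.758 to 0.974), while the control words with the same bases have 1.13 (1.005 to 1.27), 1.08 (0.977 to 1.19) and 1.05 (0.800 to 1.37). None of the control words is rarer in DHS. The interval of the lowest, 1.05, still overlaps that of the p53 element, so base composition is not excluded. This contrast was looked at only after the ratios were known and is one of several motif comparisons. No biological explanation was tested, since p53 binding was not analysed here.

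Cd2 is the only gene of the T cell list with a promoter DHS, and its top score is 82.2. T cells left in the preparation would be expected to open the promoters of other T cell genes as well, but 0 of the other 11 have a DHS, which allows a share of up to 28.5% (exact interval). This count is part of the pattern itself and was known before, so it is not an independent test. It argues against T cells as the source only as far as the depth, which is unknown, shows weaker sites. Whether B cells use Cd2 was not tested.

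DHS at promoters of the B cell list are wide. The median of the top DHS per gene is 4141 bp, and 95% of 10000 lists of promoter DHS matched on score decile have medians between 1212 and 2002 bp, so high scores alone do not account for the width. The housekeeping list has 2433 bp, also above its matched lists (1240 to 2022 bp), and the p53 list 1475 bp, inside its range (1152 to 1915 bp). Wide DHS at the B cell genes may reflect several neighbouring open sites joined by the peak caller, which was not tested. The lists were drawn up before the data were examined, but their width was looked at afterwards.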
